# Phenotypic, Genomic and Functional Characterization Reveals No Differences between CD138^++^ and CD138^low^ Subpopulations in Multiple Myeloma Cell Lines

**DOI:** 10.1371/journal.pone.0092378

**Published:** 2014-03-21

**Authors:** Teresa Paíno, María E. Sarasquete, Bruno Paiva, Patryk Krzeminski, Laura San-Segundo, Luis A. Corchete, Alba Redondo, Mercedes Garayoa, Ramón García-Sanz, Norma C. Gutiérrez, Enrique M. Ocio, Jesús F. San-Miguel

## Abstract

Despite recent advances in the treatment of multiple myeloma (MM), it remains an incurable disease potentially due to the presence of resistant myeloma cancer stem cells (MM-CSC). Although the presence of clonogenic cells in MM was described three decades ago, the phenotype of MM-CSC is still controversial, especially with respect to the expression of syndecan-1 (CD138). Here, we demonstrate the presence of two subpopulations - CD138^++^ (95–99%) and CD138^low^ (1–5%) - in eight MM cell lines. To find out possible stem-cell-like features, we have phenotypically, genomic and functionally characterized the two subpopulations. Our results show that the minor CD138^low^ subpopulation is morphologically identical to the CD138^++^ fraction and does not represent a more immature B-cell compartment (with lack of CD19, CD20 and CD27 expression). Moreover, both subpopulations have similar gene expression and genomic profiles. Importantly, both CD138^++^ and CD138^low^ subpopulations have similar sensitivity to bortezomib, melphalan and doxorubicin. Finally, serial engraftment in CB17-SCID mice shows that CD138^++^ as well as CD138^low^ cells have self-renewal potential and they are phenotypically interconvertible. Overall, our results differ from previously published data in MM cell lines which attribute a B-cell phenotype to MM-CSC. Future characterization of clonal plasma cell subpopulations in MM patients' samples will guarantee the discovery of more reliable markers able to discriminate true clonogenic myeloma cells.

## Introduction

Multiple myeloma (MM) is characterized by the accumulation of malignant plasma cells (PCs) in the bone marrow. Despite recent advances in therapy that contributed to double patients' survival [1], MM remains an incurable disease which may potentially be explained, at least in part, to the persistence of resistant MM cancer stem cells (MM-CSC) with clonogenic potential. The presence of clonogenic cells in MM was described more than 30 years ago [2], but the phenotype of this population is still a matter of debate. It is well known that syndecan-1 (CD138), a heparan sulfate proteoglycan, is expressed by both normal and malignant PCs in most of MM patient samples and cell lines [3], [4], [5], while absent on all earlier B-cells [5], [6], [7], [8]. Interestingly, some authors have described the presence of potential MM-CSC that lacked expression of CD138 both in MM cell lines and patient samples [9], [10], [11]. However, other studies have also demonstrated that CD138^+^ PCs are clonogenic and can engraft in different mice models [12], [13], [14]. It has also been reported that the tumor microenvironment enhances the clonogenicity of human myeloma cells and promotes their de-differentiation towards a more CD138 negative phenotype [15], [16]. Therefore, whether MM-CSCs are CD138^+^ or CD138^−^ is still controversial and multiple factors could be implicated in this particular phenotype. Moreover, it has been recently suggested that the CD138^−^ MM subpopulation seems to represent an apoptotic artifact due to sample handling and procedures [17]. In the present study, we have analyzed eight MM cell lines and we have observed that all of them contain a minor subpopulation of CD138^low^ cells. Overall, our results show that the subpopulation of CD138^low^ cells does not differ from the major CD138^++^ subpopulation regarding phenotypic, genomic and functional features.

## Materials and Methods

### Ethics statement

All animal experiments were conducted according to Institutional Guidelines for the Use of Laboratory Animals of the University of Salamanca (Spain), after acquiring permission from the Bioethics Committee of the University of Salamanca, Spain (Reg. N° 201100030128) and in accordance with current Spanish laws on animal experimentation (RD53/2013).

### Reagents and immunochemicals

Cell-culture media, serum, and penicillin-streptomycin were purchased from Invitrogen (Carlsbad, CA). Bortezomib was provided by Millennium Pharmaceuticals (Cambridge, MA) and melphalan and doxorubicin were obtained from Sigma-Aldrich (St Louis, MO). Annexin-V–FITC was purchased from Immunostep (Salamanca, Spain). May-Grünwald and Giemsa stains were obtained from Merck (Darmstadt, Germany). The origin of the antibodies used in immunocytochemistry and flow cytometry was as follows: anti-CD138-APC (clone B-B4), used for immunocytochemistry and flow cytometry, from Miltenyi Biotec (Auburn, CA); anti-CD20-FITC (clone L27), anti-CD138-PerCP-Cy5 (clone MI15), anti-CD56-APC (clone NCAM16.2), anti-CD45-AmCyan (clone 2D1) and anti-CD38-PE (clone HB7) from BD Biosciences (San Jose, CA, USA); anti-CD19-PacificBlue (clone HIB19) and anti-CD27-PE-Cy7 (clone O323) antibodies from eBioscience (San Diego CA, USA); anti-CD38-AlexaFluor700 antibody (clone HIT2) from Exbio (Vestec, Czech Republic) and anti-CD138-FITC (clone B-A38) from Cytognos S.L. (Salamanca, Spain). The FITC anti-Ki-67 Set was purchased from BD Biosciences (San Diego, CA) and DRAQ5® was obtained from Biostatus (Leicestershire, UK).

### Cell lines, cell culture and morphological characterization

The multiple myeloma cell lines used were: MM1S and MM1R (from Dr. S. T. Rosen, Northwestern University, Chicago, IL) [18]; NCI-H929 (from Dr. J. Teixidó, Centro de Investigaciones Biológicas, Madrid, Spain) [19] and RPMI-8226, U266, RPMI-LR5, U266-LR7 and U266-Dox4 (from Dr. W.S. Dalton, Moffitt Cancer Center, Tampa, FL) [20], [21]. Briefly, cells were cultured in RPMI-1640 medium supplemented with 2 mM L-glutamine, 100 U/mL penicillin, 100 mg/mL streptomycin and 10% fetal bovine serum at 37°C and 5% CO_2_/95% air. Morphological characterization of CD138^++^ and CD138^low^ myeloma cells was performed with May-Grünwald-Giemsa staining.

### Fluorescence-activated cell sorting and flow cytometry

MM cell lines were immunophenotyped on a FACSCanto II cytometer (Becton Dickison Biosciences) using a 7-color immunofluorescence technique [22] with the following combination of monoclonal antibodies (Pacific Blue (PB)/anemonia majano cyan (AmCyan)/fluorescein isothiocyanate (FITC)/peridinin chlorophyllprotein-cyanin 5.5 (PerCP-Cy5.5)/PE-cyanin 7 (PE-Cy7)/allophycocyanin (APC)/alexafluor 700 (AF700)): CD19/CD45/CD20/CD138/CD27/CD56/CD38. Data analysis was performed using the Infinicyt software (Cytognos S.L.). CD138^++^ and CD138^low^ cells were sorted on a FACSAria cytometer (BD Biosciences) after incubation with CD138-APC plus 7AAD. Sorting was performed exclusively on viable cells (7AAD^−^), excluding debris by scatter properties and gating on the lowest and highest 5% CD138-expressing cells. The CD138^++^ and CD138^low^ sorted cells had a final purity >95% (Figure S1). In some experiments the phenotype of the sorted populations was re-analyzed after their expansion *in vitro*. Thus, either CD138^++^ or CD138^low^ RPMI-8226 cells were single-sorted into 96 multiwell plates (1 cell/well) and serially expanded into 48, 24 and 12 multiwell plates for 25 up to 37 days. Afterwards, the phenotype of each clone was analyzed by flow cytometry using CD138-APC plus 7AAD. Apoptosis was determined by double staining with CD38-PE plus CD138-APC followed by incubation with Annexin-V-FITC/7AAD. To analyze the expression of Ki-67 in CD138^++^ and CD138^low^ populations, cells were first surface-stained with CD138-APC. Afterwards, they were fixed and permeabilized with the Cytofix/Cytoperm™ Fixation/Permeabilization Solution Kit (BD Biosciences) and then stained either with Ki-67-FITC or isotype control. To analyze the cell cycle, cells were first incubated with CD138-FITC followed by DRAQ5® and measured on a FACSCanto II cytometer. The expression of aldehyde dehydrogenase (ALDH) was assessed using the Aldefluor Kit (StemCell Technologies, Grenoble, France) following the manufacturer's instructions with further staining with CD138-PerCP-Cy5.

### Immunocytochemistry

After FACS sorting, cells were collected, washed with PBS, centrifuged at 800 g for 3 minutes and then resuspended in 200 μl of PBS. An aliquot was taken from each sample and placed on glass slides coated with poly-L-lysine followed by 15 minutes incubation in a cell culture incubator. Then, cells were fixed with 4% paraformaldehyde for 30 minutes, blocked with BSA 100 μg/ml for 1 h at room temperature and incubated with anti-CD138-APC (1∶100) overnight at 4°C. Glass slides were then mounted using VECTASHIELD Mounting Medium (Vector Laboratories, Burlingame, CA). Finally, images were collected under Zeiss confocal microscope equipped with 63×/1.4 Oil Plan-APOCRHOMAT DIC.

### Real time quantitative PCR (qRT-PCR)

Total RNA was extracted from CD138^++^ and CD138^low^ myeloma cells using an RNeasy Mini Kit (Qiagen, Valencia, USA) following the manufacturer's protocol. RNA quality and quantity were assessed with the RNA Nano LabChip (Agilent Tech. Inc., Palo Alto, CA, USA). The retrotranscription reaction was performed using SuperScript™ III First-Strand Synthesis SuperMix (Invitrogen) according to the manufacturer's recommendations. Finally, qRT-PCR was performed to detect the target gene (*SDC1*) using iQ™ SYBR GreenSupermix kit (BioRad). SYBR green qRT-PCR was performed using Bio-Rad iQ5 PCR detection system with the following gene-specific primers: *GAPDH*, forward 5′-CAGGGCTGCTTTTAACTCTGGTAA-3′ and reverse 5′-GGGTGGAATCATATTGGAACATGTA-3′; *SDC1*, forward 5′-GGCTGTAGTCCTGCCAGAAG-3′ and reverse 5′-GTTGAGGCCTGATGAGTGGT-3′. Relative gene expression was calculated by the 2^−ΔCt^ method, ΔCt = Ct (gene)−Ct (GAPDH).

### Cell viability assay

Viability of multiple myeloma cells was assessed using 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) colorimetric assay as previously described [23]. Briefly, CD138^++^ or CD138^low^ RPMI-8226 sorted cells were plated into 96-well culture dishes (20000 cells/well) in the absence (control) or presence of 10 nM bortezomib, 10 μM melphalan or 250 nM doxorubicin and incubated for 24 and 48 hours.

### Microarray RNA analyses

RNA was isolated from CD138^++^ (n = 3) and CD138^low^ (n = 3) RPMI-8226 cells using an RNeasy Mini Kit (Qiagen, Valencia, USA) following the manufacturer's protocol. RNA was hybridized to Human Gene 1.0 ST array (Affymetrix) according to Affymetrix protocols [24]. Microarray data were normalized using the Robust Multichip Analysis (RMA) algorithm implemented in the Affymetrix Expression Console. Data analysis was carried out using DNA-Chip Analyzer software (DChip). The comparison criteria used in DChip analysis were fold change E/B≥2 or B/E≥2, mean difference E-B>100 or B-E>100 and the lower 90% confidence bound of fold-change was used. All microarray data have been deposited with the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/; accession number GSE49482).

### Identification of IGH rearrangements

Complete VDJH rearrangements were amplified using two multiplexed tubes containing VH-family specific primers for FR1 and FR3 regions with a JH consensus primer according to the BIOMED-2 Concerted Action [25]. All reactions were carried out in 25 μL containing 100 ng of DNA samples and 10 pm of each primer. Then the clonal nature of the PCR fragments was confirmed by Gene-Scanning analysis in an ABI 3130 DNA Sequencer (Applied Biosystems, Foster City, CA, USA).

### Copy number abnormalities (CNA) studies

DNA was isolated from CD138^++^ (n = 3) and CD138^low^ (n = 3) RPMI-8226 cells using GenElute Mammalian Genomic DNA Miniprep Kit (Sigma-Aldrich) following the manufacturer's protocol. The detection of CNA was investigated using the CytoScan HD array (Affymetrix, Santa Clara, CA, USA) which includes more than 2.6 million copy number markers and 750.000 SNPs. Briefly, genomic DNA was digested with Nsp I restriction endonuclease, ligated to adaptors that recognize the cohesive four base pair overhangs and amplified by PCR. PCR product was purified and fragmented with DNAse I and then end-labeled using terminal deoxynucleotidyl transferase and hybridized to the CytoScan HD array. The arrays were processed using the Fluidics Station 450, GeneChip Scanner 3000 7 G and AGCC (AffymetrixGeneChip Command Console Software).

For the analysis we employed the Affymetrix Chromosome Analysis Suite (ChAS) Software v2.0 and Nexus Copy Number Software Version 7.0 (BioDiscovery, El Segundo, CA, USA). The complete data set was analyzed by visual inspection using ChAS software. CNA were reported when the three following criteria were achieved: minimum of 50 markers per segment, 200 Kb minimum genomic sizes and 50% overlap with known copy number variants (Database of Genomic Variants). Nexus software was employed to obtain the presented Figures. All microarray data have been deposited with the Gene Expression Omnibus (accession number GSE49483).

### Myeloma xenografts

For serial engrafting assays, either sorted CD138^++^ or CD138^low^ RPMI-8266 cells were subcutaneously inoculated into the right flank of 6–7 week old female CB17-SCID mice (Charles River, Spain) as previously described [26] to generate primary tumors (5 mice were inoculated per group with 3×10^4^ cells) and subsequently cells isolated from primary tumors were serially transplanted into new mice to generate secondary tumors (6 mice were inoculated per group with 3×10^6^ cells). Caliper measurement of the tumor diameters were performed three times per week and the tumor volume was estimated as the volume of an ellipse using the following formula: V = 4/3 π × (a/2) × (b/2)^2^, where “a” and “b” correspond to the longest and shortest diameter, respectively. Animals were sacrificed when their tumor diameter was ≤2 cm. To investigate the phenotype of the generated tumors, we mechanically minced and filtered the tumors through 40 μm cell-strainers and stained the obtained cell suspension with CD38-FITC plus CD138-APC. 7AAD was used also to exclude dead cells.

### Statistical analysis

Statistical analysis was performed using the SPSS-20.0 software (SPSS, Chicago, IL, USA). Significant differences between groups were assessed by Mann-Whitney U tests.

## Results

### CD138 expression in MM cell lines

We analyzed the phenotypic profile of eight MM cell lines (RPMI-8226, MM1S, NCI-H929, U266, RPMI-LR5, MM1R, U266-LR7 and U266-Dox4) to investigate the presence of CD138^−^ or CD138^low^ MM cells. All eight MM cell lines contained two populations with different intensity of CD138 expression: one with bright staining (CD138^++^) that represented around 95–99% of all MM cells and a minor fraction showing dim intensity (CD138^low^) that represented 1–5% (Figure 1A). No differences were observed between these two populations regarding other myeloma-related markers (CD38, CD45, CD56) and both subpopulations were negative for the B-cell markers CD19, CD20 and CD27 (Figure 1B). Moreover, in one cell line (RPMI-8226) we analyzed the morphology of both subpopulations and CD138^low^ cells did not display different morphological characteristics as compared to CD138^++^ cells (Figure S2). The expression of CD138 was also explored by alternative techniques in two cell lines (RPMI-8226 and NCI-H929). By qRT-PCR, no differences were noted in CD138 mRNA levels between CD138^++^ and CD138^low^ RPMI-8226 cells (Figure 1C). However, by immunocytochemistry a clear higher surface staining for CD138 in the CD138^++^ subpopulation from both RPMI-8226 and NCI-H929 cells was found (Figures 1D–K) in accordance with the results observed by flow cytometry. It should be noted that neither CD138^++^ nor CD138^low^ subpopulations contained apoptotic nuclei (Figures 1D–K) and in fact both were negative for annexin-V and 7AAD (Figure S3).

**Figure 1:**
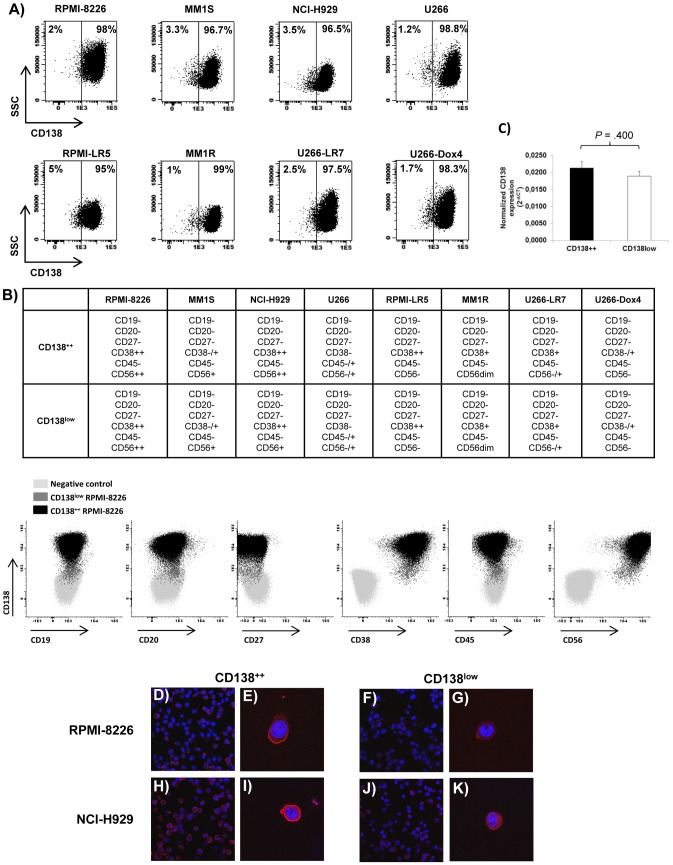
CD138 expression in MM cell lines. (A) Dot plots showing the percentage of CD138^++^ and CD138^low^ cells in MM cell lines. (B) Top: summary of the expression of CD19, CD20, CD27, CD38, CD45 and CD56 in CD138^++^ and CD138^low^ subpopulations in MM cell lines. Code: – (negative); −/+ (heterogeneity); dim (weak positive); + (positive); ++ (high positive). Bottom: representative dot plots corresponding to non-stained RPMI-8226 cells (negative control; light grey) and stained CD138^++^ (black) and CD138^low^ (dark grey) RPMI-8226 cells. (C) Expression of CD138 by real-time quantitative PCR in CD138^++^ and CD138^low^ RPMI-8226 subpopulations. Relative values were calculated by the 2^−ΔCt^ method (ΔCt = Ct_(Gene)_−Ct_(GAPDH)_). The *GAPDH* gene was used as a control gene. Results are expressed as the means ± SEM (n = 3). (D–K) Confocal images corresponding to the immunocytochemistry for CD138 (red) in CD138^++^ and CD138^low^ RPMI-8226 and NCI-H929 cells. Nuclear DNA was stained with DAPI (blue). Magnification of the lens, 63x. Specific “4× zoom” was made in E, G, I, K.

### Genomic characterization of CD138^++^ and CD138^low^ subpopulations

To confirm the clonal relationship among CD138^++^ and CD138^low^ subpopulations, we analyzed the *IGH* rearrangements of CD138^++^ RPMI-8226 cells (n = 2) and CD138^low^ RPMI-8226 cells (n = 2). The monoclonal VDJH rearrangement was present in all samples with the same pattern and size in the GeneScan analysis (340 bp for FR1 and 131 bp for FR3), demonstrating a common clonal origin of CD138^++^ and CD138^low^ subpopulations. To explore if phenotypically distinct CD138^++^ and CD138^low^ subpopulations had different genomic changes, we comparatively studied CNA of CD138^++^ RPMI-8226 (n = 3) and CD138^low^ RPMI-8226 (n = 3) subpopulations, but no relevant differences were observed (Figure 2). 

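Total RNA was isolated from 3 samples of sorted CD138++ cells and 3 samples of sorted CD138 low cells of RPMI-8226, a human multiple myeloma cell line, and was hybridized to Affymetrix Human Gene 1.0 ST arrays, with 1 array per sample. These arrays carry probes along the whole length of each transcript and also measure non-coding RNAs such as small nucleolar RNAs. The authors normalized the arrays with the RMA algorithm, which corrects the background, brings the arrays to a common distribution and combines the probes of each probe set into 1 value. The deposited values are on a log2 scale, and the median of an array ranged from 6.53 to 6.62. Of 33297 probe sets, 19193 were annotated with 1 gene, 1477 with several genes and 12627 with none in the platform table used here. The 20670 probe sets with at least 1 gene were compared between the subpopulations with limma, as CD138 low minus CD138++, and p-values were adjusted by the Benjamini-Hochberg method. The paper's own criteria were applied to the same probe sets on the linear scale. They ask for a ratio of group means of at least 2 in either direction, a difference of means over 100 and the use of the lower 90% confidence bound of the ratio. That bound was computed from the standard errors of the 3 arrays of each group, since the paper's text names no formula for it, and was required to reach 2. For gene lists, each of 18162 genes was represented by its probe set with the highest mean over the 6 arrays. Nothing states that the samples came from separate cultures, so the p-values measure the spread between these samples, and the number of arrays limits the precision.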

Finally, we compared the gene expression profile of CD138^++^ and CD138^low^ RPMI-8226 cells. 

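CXCL10, a chemokine induced by interferon, had the largest log2 fold change between the subpopulations. Its expression was 9.92 ± 0.54 (SD, n = 3 arrays, log2) in CD138 low cells and 7.79 ± 0.76 (SD, n = 3) in CD138++ cells, a 4.14-fold ratio of the linear means. HLA-DRA, the alpha chain of the MHC class II molecule HLA-DR, is measured by 3 probe sets, which were 2.25, 2.37 and 2.96-fold higher in CD138 low cells. The last of these stood at 8.24 ± 0.80 (SD, n = 3) in CD138 low cells and at 6.77 ± 0.40 (SD, n = 3) in CD138++ cells. The platform table gives these probe sets to HLA-DQA1 as well, and they are named here after Table 1. SNORD14E, a C/D box small nucleolar RNA, was 2.29-fold higher, with 8.64 ± 0.38 (SD, n = 3) in CD138 low cells and 7.45 ± 0.37 (SD, n = 3) in CD138++ cells. In these 5 probe sets every CD138 low array lay above every CD138++ array. A separation in either direction is given by chance to 10% of probe sets with 3 arrays against 3, if all arrays vary independently. Of the 20670 probe sets 7.97% had it, 1117 with the CD138 low arrays above and 531 with them below. Arrays of the same replicate number deviated together, so the 10% cannot serve as the reference, and no conclusion is drawn from it.

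**Figure D1:**
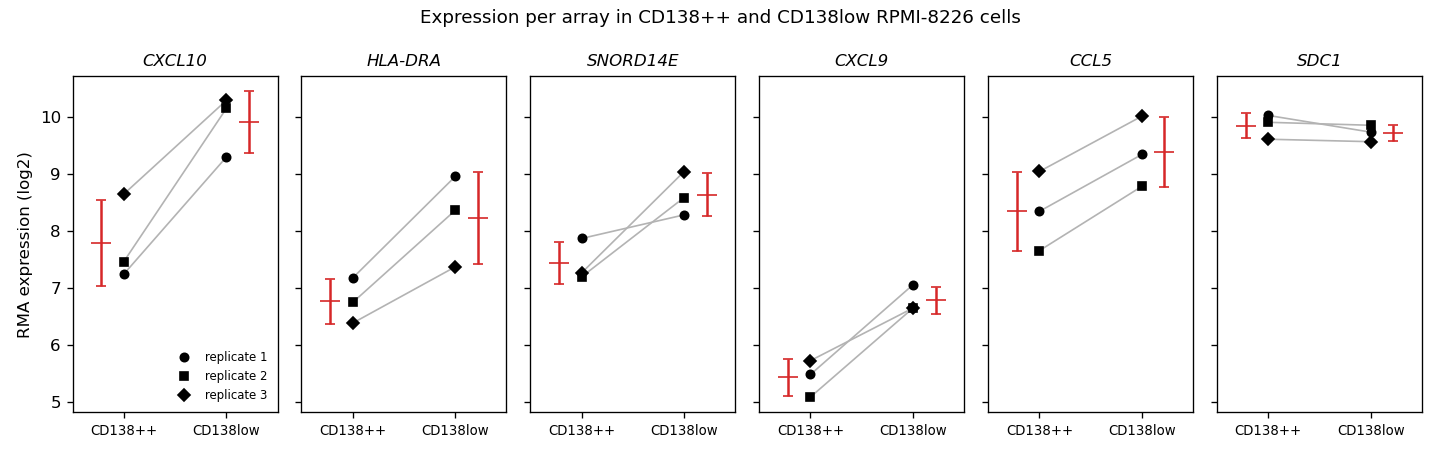
RMA expression on the log2 scale (vertical axis) of 6 transcripts in CD138++ and CD138 low RPMI-8226 cells (horizontal axis). Each symbol is 1 array, grey lines join arrays of the same replicate number, and red bars show the mean and SD of 3 arrays. HLA-DRA is shown by the probe set with the 2.96-fold difference. CXCL10, HLA-DRA, SNORD14E, CXCL9 and CCL5 were higher in CD138 low cells in each of the 3 pairs, and SDC1, which encodes CD138, was lower by a smaller amount.

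The lower 90% bound of the ratio was 2.34 for CXCL10, 1.58 for SNORD14E and 1.40, 1.40 and 1.5 for the HLA-DRA probe sets, so 1 probe set, that of CXCL10, passed with the bound held to 2. CXCL10 did not pass without CD138++ replicate 1, where SNORD14E was the 1 probe set that did, without CD138++ replicate 2 or CD138 low replicate 2, where the count was 0, or without CD138 low replicate 3, where the 3 HLA-DRA probe sets did. Without CD138++ replicate 3, CXCL10 and ANXA1 passed, and the ratio of CXCL10 was 6.14. Leaving out the bound, 8 probe sets passed, all higher in CD138 low cells. Besides those of CXCL10, HLA-DRA and SNORD14E they were those of the chemokine CCL5, the immediate early gene FOSB and the minor spliceosomal RNA RNU6ATAC. CCL5, FOSB and RNU6ATAC had ratios of 2.01, 2.34 and 2.15 and bounds of 1.07, 1.01 and 1.12. Another probe set of RNU6ATAC had a log2 fold change of 0.28, against 0.99 for the one that passed. In limma, 0 probe sets reached an adjusted p under 0.05 and 537 had an unadjusted p under 0.05, against 1034 given by chance for unpaired arrays. The smallest adjusted p was 0.738, for CXCL9, another interferon-induced chemokine, which had a log2 fold change of 1.35 (standard error 0.17). With the replicate number as a block, 997 had an unadjusted p under 0.05, fewer than the 1034 that chance gives there too. After adjustment 7 probe sets passed with the block, all higher in CD138 low cells. They were CXCL10 (adjusted p = 0.00397 from limma), the HLA-DRA probe sets (adjusted p = 0.00966 to 0.0238), CCL5 (adjusted p = 0.00397), CXCL9 (adjusted p = 0.00966) and EGR1, an immediate early transcription factor (adjusted p = 0.0132). SNORD14E did not pass with the block (adjusted p = 0.267).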

As shown in Table 1, only three genes (*HLA-DRA*, SNORD14E and *CXCL10*) were differentially expressed between the two populations, and specifically overexpressed in the CD138^low^ cells.

**Figure 2:**
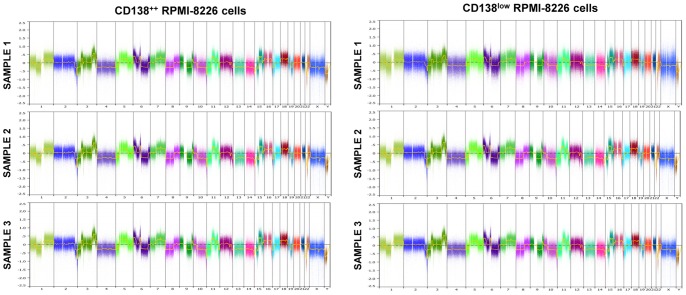
Copy number abnormalities analysis of CD138^++^ and CD138^low^ cells. Log ratio plot of all chromosomes corresponding to CD138^++^ RPMI-8266 cells (n = 3; left panel) and CD138^low^ RPMI-8266 cells (n = 3; right panel) on the basis of Cytoscan HD array generated with Nexus.

**Table 1:** Genes differentially expressed in CD138^low^ RPMI-8226 *versus* CD138^++^ RPMI-8226 cells.

Probe set	Fold change	Gene Title	Gene Symbol
8118548	2,25	major histocompatibility complex, class II, DR alpha	HLA-DRA
7952335	2,29	small nucleolar RNA, C/D box 14E	SNORD14E
8179481	2,37	major histocompatibility complex, class II, DR alpha	HLA-DRA
8178193	2,96	major histocompatibility complex, class II, DR alpha	HLA-DRA
8101126	4,14	chemokine (C-X-C motif) ligand 10	CXCL10

### Proliferation of CD138^++^ and CD138^low^ subpopulations

We analyzed the cell cycle of CD138^++^ and CD138^low^ subpopulations in two cell lines (RPMI-8226 and NCI-H929) and we observed that none of them is truly quiescent, although the CD138^low^ subpopulation shows a numerically -not significantly- lower percentage of cells in G2-M phase as compared to the CD138^++^ subpopulation (Figure 3A). These results were further confirmed by Ki-67 staining. Both CD138^++^ and CD138^low^ subpopulations in RPMI-8226 and NCI-H929 cell lines showed considerable and similar levels of Ki-67 (Figure 3B).

**Figure 3:**
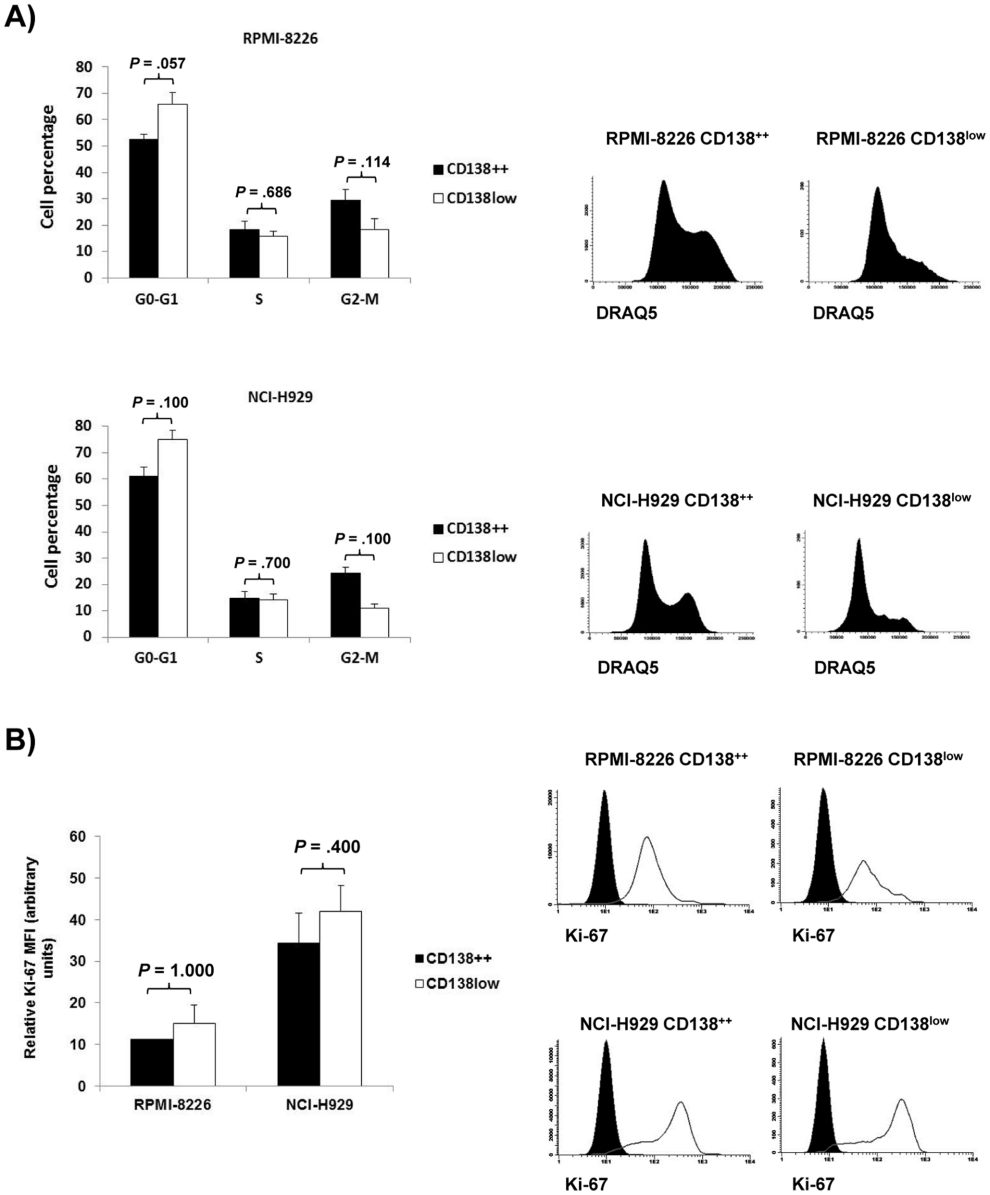
Proliferation of CD138^++^ and CD138^low^ subpopulations. (A) Left: Cell percentage of CD138^++^ and CD138^low^ RPMI-8226 or NCI-H929 cells in G0-G1, S and G2-M phases. The results are expressed as the means ± SEM of at least three independent experiments. Right: Representative DRAQ5 histograms for each indicated population. (B) Left: Relative Ki-67 MFI of CD138^++^ and CD138^low^ RPMI-8226 and NCI-H929 cells with respect to isotype control. Results are expressed as the means ± SEM of three independent experiments. Right: Representative Ki-67 histograms for each indicated population. Filled histograms (isotype control); open histograms (Ki-67).

### Study of ALDH expression and drug sensitivity in CD138^++^ and CD138^low^ subpopulations

Since drug resistance is a hallmark of stem cells [27], [28] we next studied the expression of the drug resistance and stem cell-associated marker ALDH [29] in CD138^++^ and CD138^low^ cells. In three different cell lines (RPMI-8226, NCI-H929 and MM1S) the expression of ALDH was barely noted in both CD138^++^ and CD138^low^ subpopulations with no differences between them (Figure 4A). To compare the sensitivity of CD138^++^ and CD138^low^ cells to different anti-myeloma drugs we sorted both subpopulations from the RPMI-8226 cell line and incubated the two subpopulations in the absence (control) or presence of bortezomib, melphalan or doxorubicin. No differences in the sensitivity of CD138^++^ and CD138^low^ cells to any of the tested drugs was found (Figure 4B).

**Figure 4:**
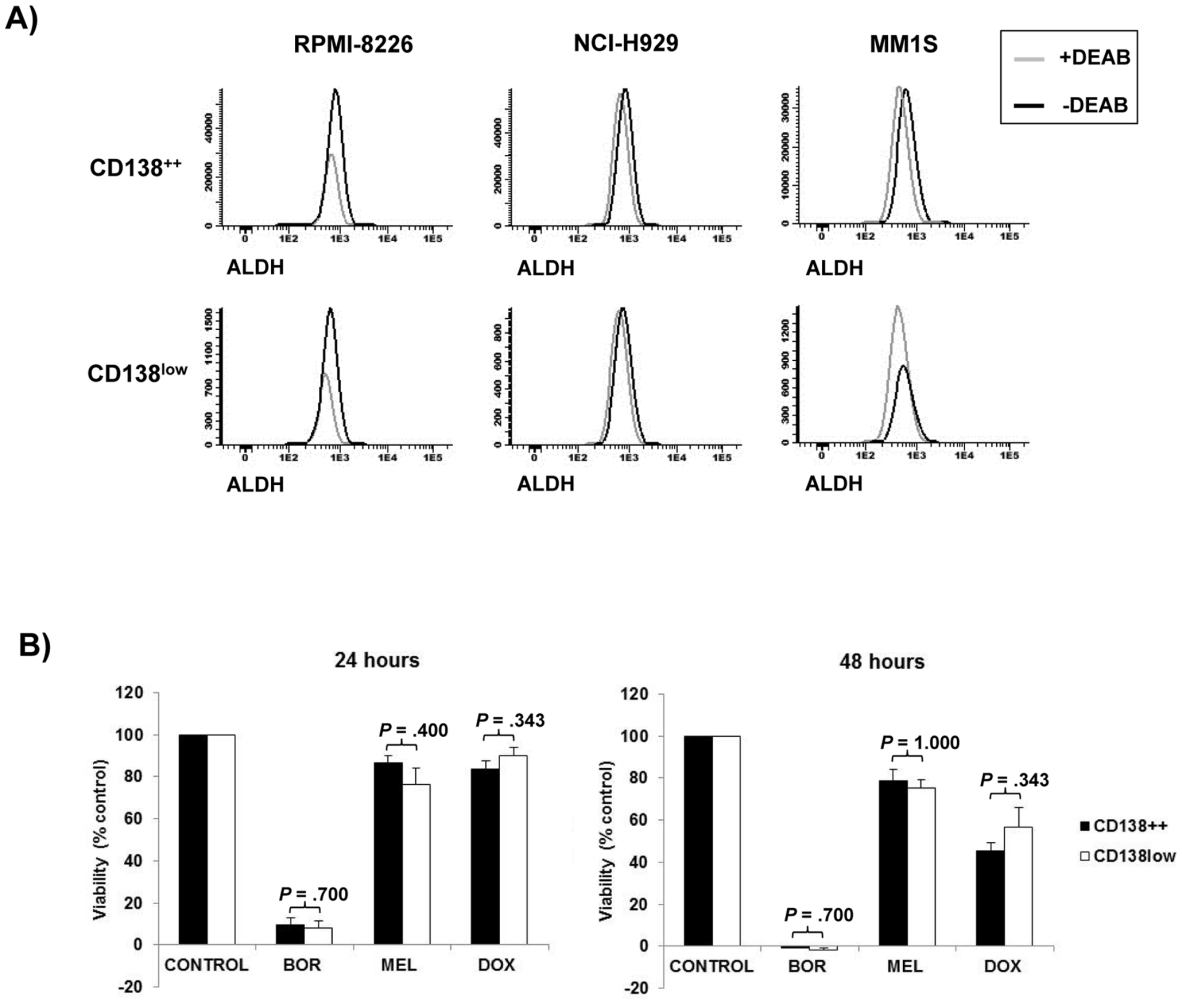
Study of aldehyde dehydrogenase expression and drug sensitivity in CD138^++^ and CD138^low^ subpopulations. (A) Single parameter histograms illustrating the expression of ALDH in the presence or absence of the ALDH inhibitor DEAB (diethylaminobenzaldehyde) in CD138^++^ and CD138^low^ subpopulations of the cell lines RPMI-8226, NCI-H929 and MM1S (B) Sorted CD138^++^ or CD138^low^ RPMI-8226 cells were incubated in the absence (control) or presence of bortezomib (10 nM), melphalan (10 μM) or doxorubicin (250 nM) for 24 and 48 hours. After the incubation time, cell viability was measured by MTT assay and the percentage of cell viability was calculated considering control as 100%. Results are the means ± SEM of at least three independent experiments.

### Tumorigenic potential of CD138^++^ and CD138^low^ subpopulations

We compared the engrafting potential of CD138^++^ and CD138^low^ RPMI-8226 cells in a serial transplantation assay in CB17-SCID mice. Initially, the same number (3×10^4^) of sorted CD138^++^ and CD138^low^ cells were subcutaneously injected into CB17-SCID mice to generate primary tumors, and subsequently the cells isolated from primary tumors were serially transplanted into new mice (3×10^6^ cells/mouse) to generate secondary tumors (Figure 5A). No significant differences were found for primary and secondary tumors neither in the growth curves (Figures 5B–C) nor in the engrafting capacity (Figure 5A).

**Figure 5:**
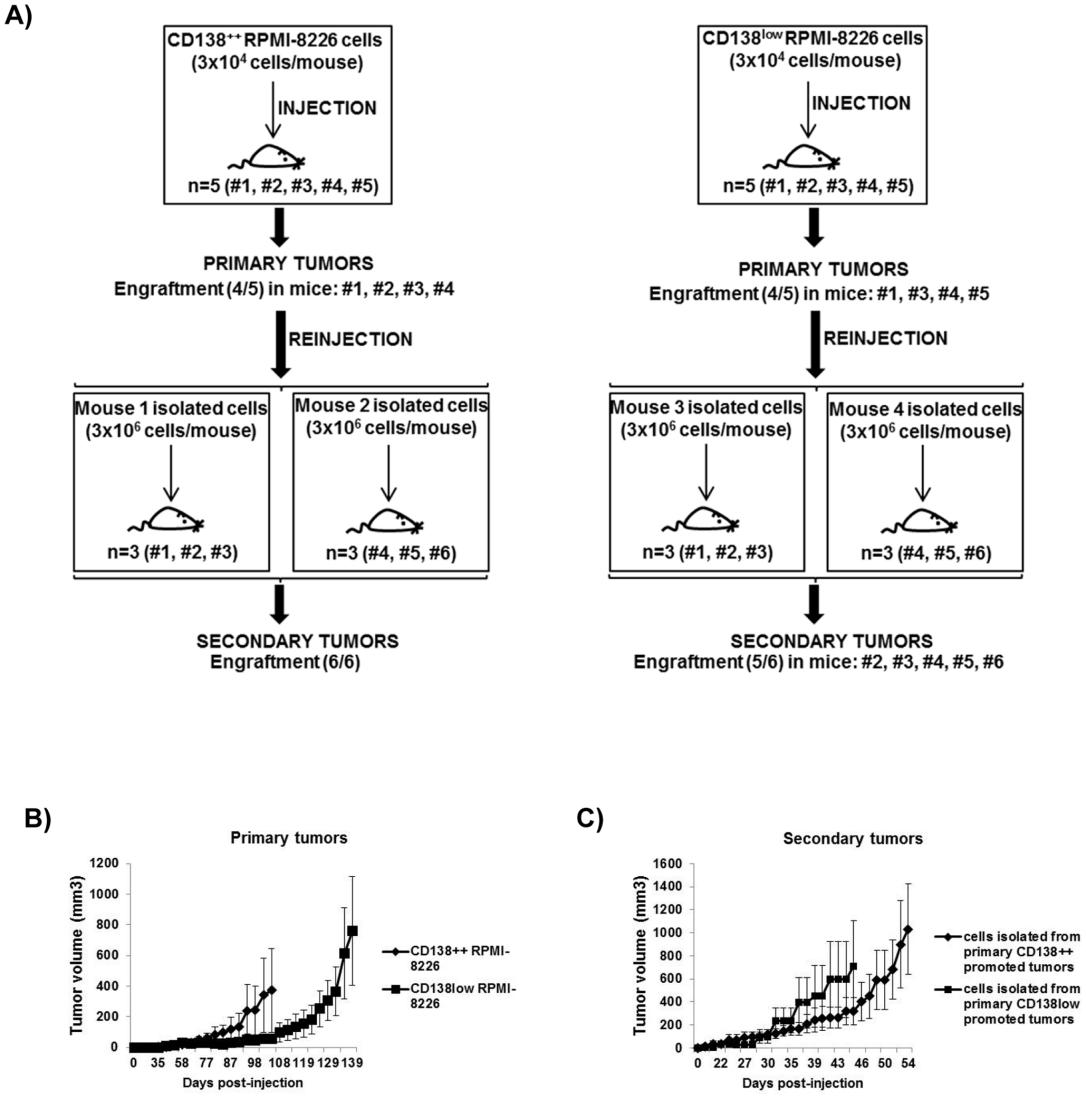
Tumorigenic potential of CD138^++^ and CD138^low^ subpopulations. (A) 3×10^4^ sorted CD138^++^ RPMI-8226 or CD138^low^ RPMI-8226 cells were subcutaneously injected into CB17-SCID mice to generate primary tumors. Subsequently, 3×10^6^ cells isolated from selected primary tumors were serially transplanted into new CB17-SCID mice to generate secondary tumors. The engraftment efficacy is indicated in each case. (B, C) Tumor growth curves for CB17-SCID mice that developed measurable primary and secondary tumors. Growth curves represent tumor volumes (means ± SEM; n = 4–6) until the time point in which the first mouse in every group is sacrificed.

### CD138^++^ cells give rise to CD138^low^ cells and vice versa

Since differentiation potential is a characteristic of stem cells [30], we wanted to know if CD138^++^ cells give rise to CD138^low^ cells or *vice versa*. To this aim, we analyzed the phenotype of the tumors derived from purified CD138^++^ RPMI-8226 or CD138^low^ RPMI-8226 cells. As shown in Figure 6A, primary and secondary tumors derived from both populations contained similar percentages of CD138^++^ and CD138^low/-^ cells, indicating that, *in vivo*, each population is able to give rise to the other. To confirm these results and to dismiss that they are due to contamination of the sorted populations injected into the mice, we performed an *in vitro* experiment of single-cell sorting. Thus, we single-sorted either CD138^++^ or CD138^low^ RPMI-8226 cells into 96 multiwell plates (1 cell/well) and allowed them to expand for a period of time between 25–37 days. We found a higher number of clones derived from CD138^++^ subpopulation (13 clones out of 96) as compared to CD138^low^ subpopulation (6 clones out of 96). The phenotypic analysis of all clones showed that, independently of the initiating cell (CD138^++^ or CD138^low^), every clone contained CD138^++^ and CD138^low^ cells (Figures 6B and 6C). Overall, these results indicate that CD138^++^ cells give rise to CD138^low^ cells and *vice versa*.

**Figure 6:**
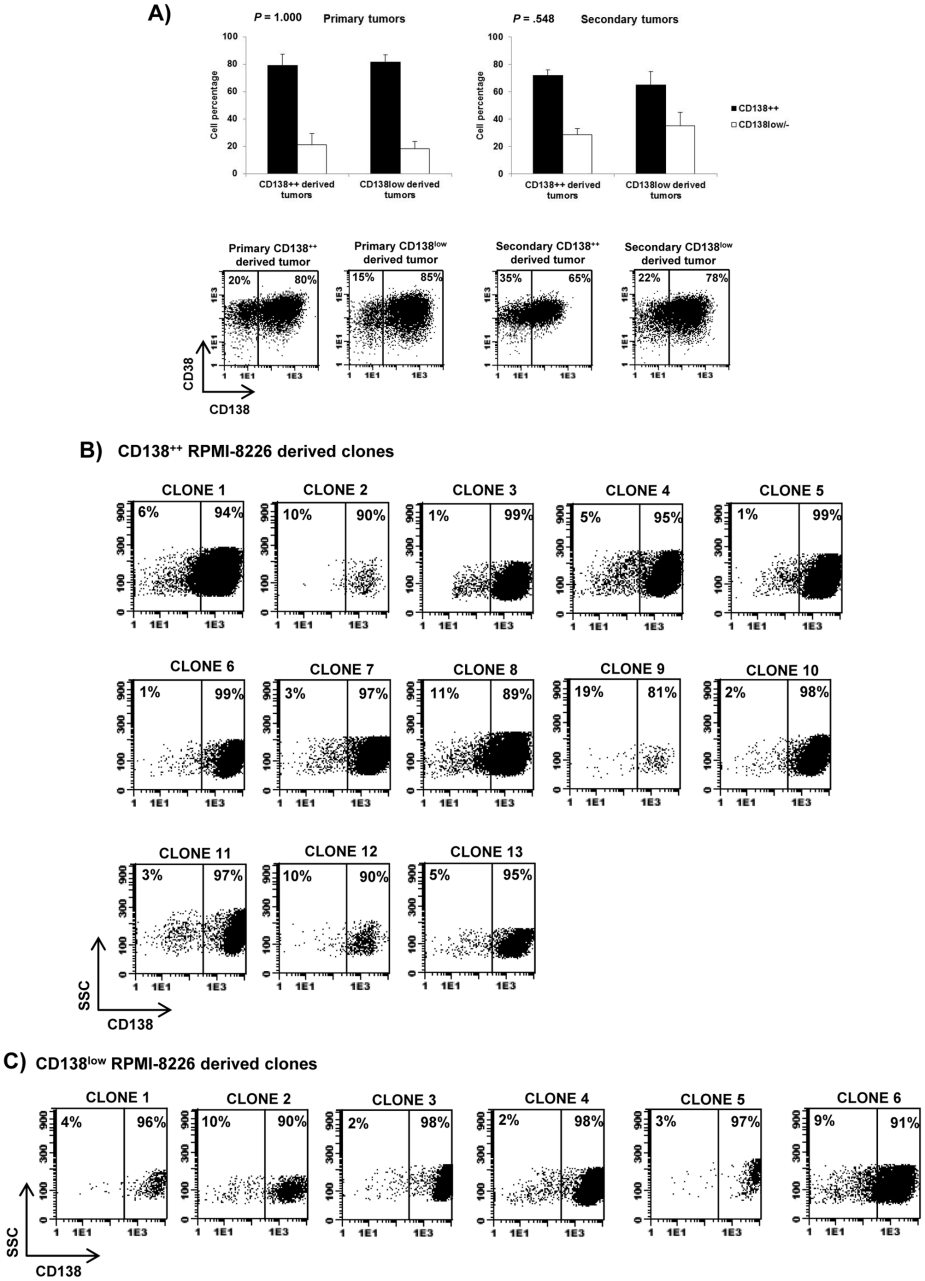
CD138^++^ cells give rise to CD138^low^ cells and *vice versa*. (A) The graphs represent the percentage of CD38^++^CD138^++^ and CD38^++^CD138^low/-^ cells of primary and secondary CD138^++^ RPMI-8226 and CD138^low^ RPMI-8226 derived tumors. Results are expressed as the means ± SEM (n = 4-6). A representative dot plot for every group of tumors is shown and the percentage of CD38^++^CD138^++^ and CD38^++^CD138^low/-^ is indicated in each case (B, C) Phenotype of each individual clone derived from CD138^++^ RPMI-8226 or CD138^low^ RPMI-8226 cells. The percentage of CD138^++^ and CD138^low^ cells is indicated in each dot plot.

## Discussion

Although the presence of clonogenic cells in MM was described more than 30 years ago [2] the phenotype of the resistant putative MM-CSC is still a matter of debate. In this work, we have focused on myeloma cells with low expression of the maturation associated surface marker CD138. Our results show that the minor subpopulation of CD138^low^ cells contained in MM cell lines does not differ from the major CD138^++^ subpopulation regarding phenotypic, genomic and functional features.

An immature phenotype is a typical hallmark of cancer stem cells [31]. However, in MM there is still an ongoing controversy with respect to the phenotype of MM-CSC. Thus, some authors have suggested that MM-CSC are CD138 negative [9], [10], [11], whereas others have demonstrated the existence of CD138 positive plasma cells with stem cell properties [12], [13], [14], [32]. Traditionally, a better understanding of cancer stem cell properties has been possible, in part, by analyzing cell lines obtained from different types of tumors [33], [34], [35]. Here, we investigated in a panel of eight MM cell lines for the presence of a CD138^low/-^ population and we analyzed its biological characteristics. As previously suggested by other authors [9], [16], [36], [37] we confirmed that all cell lines contain a minor subpopulation of CD138^low^ cells. However, it has been recently described that infraexpression of CD138 in MM cells may be an artifact due to apoptotic induction [17]. Our results show that the CD138^low^ subpopulation is viable as demonstrated by DAPI-nuclear as well as Annexin-V/7ADD staining.

The presence of CD138^low/-^ cells in myeloma is intriguing because it could imply a less differentiated state. In fact, it has been previously reported that the interaction of myeloma cells with different types of cells of the bone marrow microenvironment promotes a reduction of CD138 expression, a less differentiated morphology and an increase of the B-cell associated transcription factor, Bcl6 [15], [16], [38]. Here, we have detected the presence of myeloma cells with low expression of CD138 in the absence of bone marrow microenvironment cells and under these circumstances, the population of CD138^low^ cells does not seem to represent a more immature compartment since it does not express the B-cell associated markers CD19, CD20 and CD27 and it does not show a less differentiated morphology. Moreover, VDJH rearrangement analysis, CNA analysis and gene expression profiling did not show relevant differences between CD138^++^ and CD138^low^ cells. 

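The expression profiles of the 6 arrays were close to each other. Pearson's r across the 20670 probe sets, which are not independent replicates, was 0.994 to 0.996 between arrays of the same subpopulation and 0.994 to 0.997 between arrays of different subpopulations. The log2 difference was within 0.2 for 94.2% of probe sets. It was above 0.5 for 55 probe sets and below -0.5 for 3. SDC1, the gene of CD138, was expressed at 9.73 ± 0.14 (SD, n = 3, log2) in CD138 low cells and at 9.86 ± 0.22 (SD, n = 3) in CD138++ cells, lower in CD138 low cells in 3 of 3 pairs. Without the pairing, this difference did not exceed the spread between arrays (two-sided exact permutation test, p = 0.40). With 3 arrays against 3 this p cannot go below 0.10. Limma with the replicate number as a block did not call SDC1 either (unadjusted p = 0.167, 95% interval of the log2 fold change -0.32 to 0.07).
Genes of the G2-M phase were lower in CD138 low cells as a list. Of 62 measured, 60 had a negative log2 fold change, with a median of -0.20 (camera with a preset inter-gene correlation of 0.01, adjusted p = 4.94e-27 over 24 lists; adjusted p = 0.578 with an estimated correlation). None passed limma alone, over all probe sets or when adjusted over the list alone. With the replicate number as a block, 5 were lower when adjusted over the list alone, and none over all probe sets. Among these 5, the mitotic kinase AURKA had a log2 fold change of -0.41 (standard error 0.11), the kinetochore gene NDC80 one of -0.36 (standard error 0.08) and the mitotic kinesin KIF23 one of -0.35 (standard error 0.09). MKI67, which encodes Ki-67, had one of -0.12 (standard error 0.09). Of 55 genes of the G1-S transition and DNA replication, 46 had a negative log2 fold change (median -0.09, adjusted p = 2.46e-08 from camera and adjusted p = 0.578 with an estimated correlation), among them CDC7 at -0.26 and ORC6 at -0.24. In pairs 1, 2 and 3 the mean of the G1-S list was -0.004, -0.121 and -0.142. That of the G2-M list was -0.095, -0.128 and -0.375, so both shifts were uneven between pairs. Of 53 interferon-response genes, 45 had a positive log2 fold change (median 0.10, adjusted p = 1.82e-05 from camera and adjusted p = 0.744 with an estimated correlation), and 4 were higher when adjusted over the list alone, 8 with the replicate block. The list holds CXCL10, CXCL9 and CXCL11, of which the last had a log2 fold change of 0.57 (standard error 0.12). Of 15 genes of MHC class II antigen presentation, 12 were positive (median 0.08, adjusted p = 0.0129 from camera and adjusted p = 0.578 with an estimated correlation), with HLA-DPA1 at 0.51 and HLA-DPB1 at 0.18, and 1 was higher with the block when adjusted over the list alone. Replication-dependent histones (31 of 49 positive, median 0.07, adjusted p = 0.0286 from camera), small nucleolar RNAs (117 of 192 positive, median 0.04, adjusted p = 0.0353) and markers of myeloid cells (14 of 18 positive, median 0.08, adjusted p = 0.0406) also shifted up. With an estimated correlation these 3 lists had an adjusted p = 0.912, an adjusted p = 0.912 and an adjusted p = 0.744. The myeloid markers moved in the same direction as the interferon and MHC class II genes. The MHC class II list did not pass without the dimmer probe sets (adjusted p = 0.588). Without CD138 low replicate 1, the interferon list had an adjusted p = 0.0608 and the small nucleolar RNAs turned downward (adjusted p = 0.699), and without CD138++ replicate 2 these had an adjusted p = 0.492. The histones did not pass without CD138++ replicate 1 or 3 or CD138 low replicate 2 or 3 (adjusted p = 0.119 to 0.670), and the myeloid markers did not without CD138++ replicate 2 or 3 or CD138 low replicate 2 or 3 (adjusted p = 0.0736 to 0.283).
Genes that tell B cells from plasma cells did not separate the subpopulations. Of 34 B-cell markers, 20 had a positive and 14 a negative log2 fold change (median 0.02, adjusted p = 0.338 from camera), and of 29 genes of plasma cell identity and secretion 12 were positive and 17 negative (median -0.02, adjusted p = 0.993). MS4A1, which encodes CD20, had a log2 fold change of 0.49 (standard error 0.25), CD27 one of 0.10 (standard error 0.09) and BCL6 one of -0.08 (standard error 0.10). CD38 stood at 0.24 (standard error 0.14), PTPRC, which encodes CD45, at 0.18 (standard error 0.09) and NCAM1, which encodes CD56, at 0.23 (standard error 0.10), and none of them passed limma's test. Neither did a list shift for the 19 aldehyde dehydrogenases (median 0.01, adjusted p = 0.709), 14 drug efflux transporters (median 0.00396, adjusted p = 0.993) or 26 stem cell and self-renewal genes (median -0.02, adjusted p = 0.925). The paper states the result of the profiling beside those of the VDJH and copy number analyses, and reasons from the lack of B-cell markers and the morphology that the CD138 low cells do not seem to be a more immature compartment.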

In fact, the absence of substantial differences in the gene expression profiling of both populations has also been revealed using single molecule microarray in a recent study [39]. Furthermore, the higher or lower surface expression of CD138 in MM cells seems to be regulated at the protein rather than transcriptional level, as demonstrated by similar CD138 mRNA levels found in the two subpopulations. It should be noted that our *in vitro* and *in vivo* results demonstrate the bidirectional origin of the two populations since CD138^++^ cells give rise to CD138^low^ cells and *vice versa*. These data suggest a dynamic between the two phenotypic subpopulations that tend to equilibrium, and could be responsible of the heterogeneity typically found in MM cells, as previously demonstrated through statistical modeling in breast cancer cell lines [33]. In fact, it has been demonstrated in myeloma patient samples the presence of interconvertible phenotypic and functional states responsible of myeloma-propagating activity and drug resistance [40].

Apart from the immature phenotype, other hallmarks of normal and cancer stem cells are quiescence, chemoresistance and potential to self-renew [41], [42]. Here, we have compared the cell cycle of CD138^++^ and CD138^low^ cells and found that none of them is quiescent as demonstrated by a considerable percentage of cells (≥25%) in the proliferative phases (S and G2-M) of the cell cycle. This was further confirmed by substantial expression of the proliferation-associated marker Ki-67. Nevertheless, we observed a numerically -not significantly- lower percentage of cells in G2-M phase in CD138^low^ cells as compared to the CD138^++^ fraction that could be the cause of the lower number of clones expanded *in vitro* from the CD138^low^ subpopulation. These results are in line with previous data by Fuhler and col. in RPMI-8226 cells [16], but differ from those by Matsui and col. who found that the CD138 negative subpopulation within RPMI-8226 and NCI-H929 cell lines is mainly quiescent (>98% cells in G0–G1) [10], but paradoxically express higher levels of Ki-67 than CD138 positive cells [9]. The proliferation rate of CD138^+^ and CD138^−^ myeloma cells has also been described in primary patient samples with discordant results. Reid and col. observed a higher proliferation rate of CD38^++^CD138^−^ myeloma cells as compared with CD38^++^CD138^+^ myeloma cells [43], whereas Chaidos and col. identified a so-called pre-plasma cell compartment (CD38^++^CD138^−^) that is relatively quiescent [40].

The chemoresistance of cancer stem cells is mainly associated to their specific properties such as quiescence [28], expression of multidrug resistance efflux pumps [44] and expression of detoxifying enzymes [45]. Here, we investigated the expression of the detoxifying enzyme ALDH and, in contrast to previous observations [10], we have not found higher ALDH expression in CD138^low^ cells as compared to CD138^++^ cells. Moreover, CD138^++^ and CD138^low^ RPMI-8226 cells displayed similar sensitivity to different antimyeloma drugs. Overall, these results indicate that the CD138^low^ subpopulation within myeloma cell lines does not represent a specific chemoresistant compartment. In fact, our results support recent data by Jakubikova and col. who found a lack of correlation between the drug resistant “side population” and CD138^-/low^ subpopulations in MM cell lines [37].

As previously mentioned, the potential to self-renew is another hallmark of stem cells [41], [42]. This specific property is linked to the potential of stem cells to serially engraft into immunocompromised mice [46]. In MM, the first evidence of self-renewal pointed to the capacity of circulating cells to engraft into NOD-SCID mice [47]. Nevertheless, later studies have been controversial, with some authors demonstrating the tumorigenic potential of post-germinal center memory B-cells [9], [10] while others of MM plasma cells [12], [14], [32], [40], [48], [49], [50]. Here, we demonstrated in a serial transplantation assay in SCID mice that both CD138^++^ and CD138^low^ RPMI-8226 cells have tumorigenic and self-renewal potential. These results are in line with previous studies in which the tumorigenic potential of CD19^−^CD38^+^CD138^+^ and CD19^−^CD38^+^CD138^−^ primary plasma cells was compared and both populations were able to engraft into immunocompromised mice [32], [40].

In conclusion, our results show that the minor CD138^low^ subpopulation in MM cell lines does not represent an immature B-cell compartment and has similar genomic and functional profile as compared to the major CD138^++^ fraction. Both CD138^++^ and CD138^low^ subpopulations have self-renewal potential, similar drug sensitivity and are phenotypically interconvertible. Therefore, these results highlight the need to explore new and more reliable markers able to discriminate true clonogenic myeloma cells.

## Supporting Information

Figure S1 **Gating strategy for sorting CD138^++^ and CD138^low^ subpopulations in RPMI-8226 cells.** Top panel: viable cells were gated as 7AAD^-ve^ (R1) and subsequently debris were eliminated by scatter properties (R2). Finally, the lowest and highest 5% CD138-expressing cells were gated on R2. Bottom panel: CD138^++^ and CD138^low^ sorted cells had a final purity >95% in the post-sort analysis.
(DOCX) Click here for additional data file.

Figure S2 **Morphology of CD138^++^ and CD138^low^ RPMI-8226 cells.** May-Grünwald-Giemsa staining of sorted CD138^++^ and CD138^low^ RPMI-8226 cells. Scale bar  = 10 μm.
(DOCX) Click here for additional data file.

Figure S3 **Analysis of apoptosis in CD138^++^ and CD138^low^ subpopulations in RPMI-8226, NCI-H929, MM1S and U266 cell lines.** Non-apoptotic cells were gated as annexin-V^-ve^/7AAD^-ve^ (R1) and subsequently debris were eliminated by scatter properties (R2). The third dot plot for every MM cell line corresponding to R2 shows the percentage of CD138^low^ cells.
(DOCX) Click here for additional data file.

# Supplementary material for: Phenotypic, Genomic and Functional Characterization Reveals No Differences between CD138++ and CD138low Subpopulations in Multiple Myeloma Cell Lines
**Source:** PLoS One. 2014 Mar 21;9(3):e92378. doi: 10.1371/journal.pone.0092378
**Supplement:** Figure S1 — Gating strategy for sorting CD138++ and CD138low subpopulations in RPMI-8226 cells. Top panel: viable cells were gated as 7AAD-ve (R1) and subsequently debris were eliminated by scatter properties (R2). Finally, the lowest and highest 5% CD138-expressing cells were gated on R2. Bottom panel: CD138++ and CD138low sorted cells had a final purity >95% in the post-sort analysis.

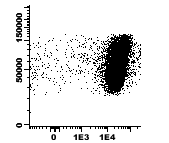

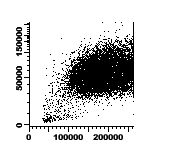

**PRE-SORT**

**POST-SORT**

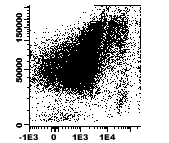

**7AAD**

**SSC**

**FSC**

**SSC**

**CD138**

**SSC**

**5%**

**5%**

**CD138^low^**

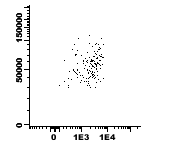

**>95% PURITY**

**CD138^++^**

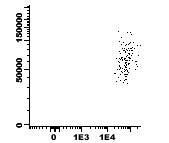

**R1**

**R1**

**R2**

**R2**

**>95% PURITY**

**CD138**

**SSC**

**Figure S1. Gating strategy for sorting CD138^++^ and CD138^low^ subpopulations in RPMI-8226 cells.** Top panel: viable cells were gated as 7AAD^-ve^ (R1) and subsequently debris were eliminated by scatter properties (R2). Finally, the lowest and highest 5% CD138-expressing cells were gated on R2. Bottom panel: CD138^++^ and CD138^low^ sorted cells had a final purity > 95% in the post-sort analysis.

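Figure S1 describes the sort that made the samples of the arrays. Dead cells take up 7AAD, a dye that enters through a damaged membrane, so the first gate kept the cells without it. The second gate removed debris by light scatter, and the last took the cells at both ends of the distribution of CD138 staining. The gate therefore selects by the amount of CD138 protein on the cell surface, and not by its mRNA. Cells of intermediate staining were in neither sample.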

# Supplementary material for: Phenotypic, Genomic and Functional Characterization Reveals No Differences between CD138++ and CD138low Subpopulations in Multiple Myeloma Cell Lines
**Source:** PLoS One. 2014 Mar 21;9(3):e92378. doi: 10.1371/journal.pone.0092378
**Supplement:** Figure S2 — Morphology of CD138++ and CD138low RPMI-8226 cells. May-Grünwald-Giemsa staining of sorted CD138++ and CD138low RPMI-8226 cells. Scale bar = 10 μm.

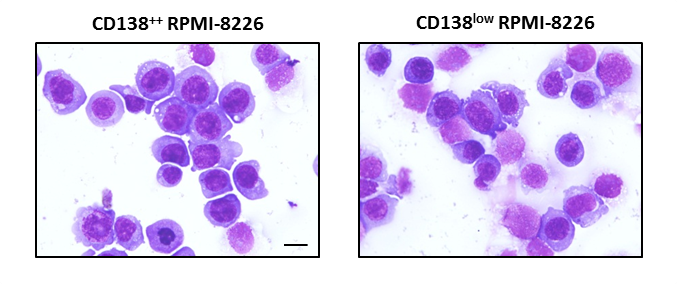

**Figure S2. Morphology of CD138^++^ and CD138^low^ RPMI-8226 cells.** May-Grünwald-Giemsa staining of sorted CD138^++^ and CD138^low^ RPMI-8226 cells. Scale bar = 10 µm.

# Supplementary material for: Phenotypic, Genomic and Functional Characterization Reveals No Differences between CD138++ and CD138low Subpopulations in Multiple Myeloma Cell Lines
**Source:** PLoS One. 2014 Mar 21;9(3):e92378. doi: 10.1371/journal.pone.0092378
**Supplement:** Figure S3 — Analysis of apoptosis in CD138++ and CD138low subpopulations in RPMI-8226, NCI-H929, MM1S and U266 cell lines. Non-apoptotic cells were gated as annexin-V-ve/7AAD-ve (R1) and subsequently debris were eliminated by scatter properties (R2). The third dot plot for every MM cell line corresponding to R2 shows the percentage of CD138low cells.

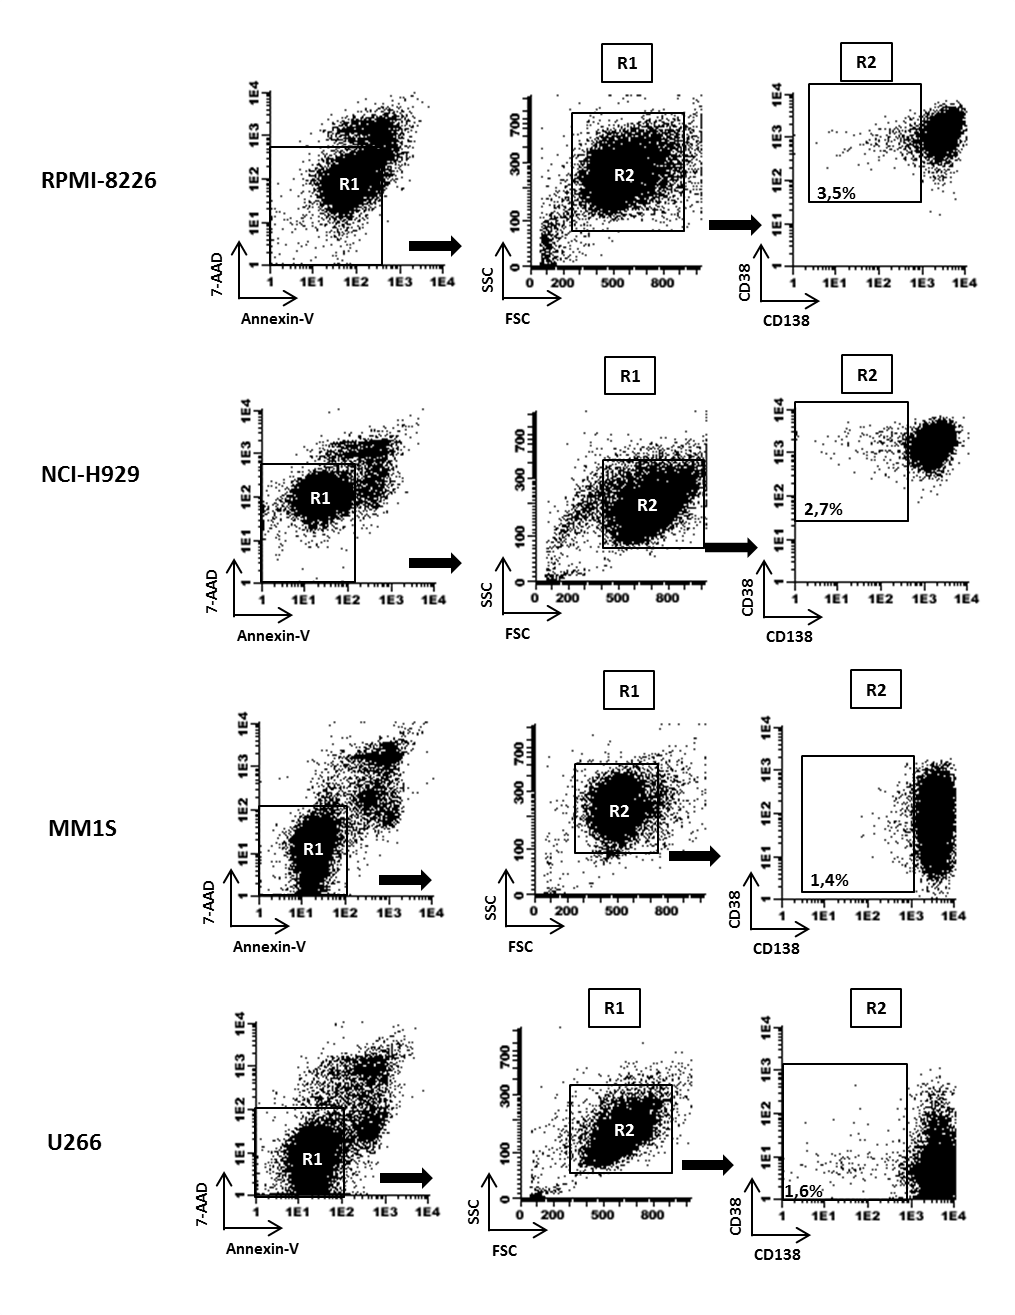

**Figure S3. Analysis of apoptosis in CD138^++^ and CD138^low^ subpopulations in RPMI-8226, NCI-H929, MM1S and U266 cell lines.** Non-apoptotic cells were gated as annexin-V^-ve^/7AAD^-ve^ (R1) and subsequently debris were eliminated by scatter properties (R2). The third dot plot for every MM cell line corresponding to R2 shows the percentage of CD138^low^ cells.

How the deposited data were processed for this re-analysis (not part of the article)

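Gene expression was measured in 6 samples of the established myeloma cell line RPMI-8226, 3 of sorted CD138++ cells and 3 of sorted CD138 low cells, each on 1 Affymetrix Human Gene 1.0 ST array. The authors normalized the arrays by RMA in the Affymetrix Expression Console and deposited the values per probe set on a log2 scale. The versions of these tools and the genome build of the probe sets are not given in the sources used here, so no coordinates are reported. The authors then compared the subpopulations in dChip by fold change, mean difference and a lower confidence bound of the fold change, and the paper's statistics section names Mann-Whitney U tests in general.
From the deposited log2 values, the group difference was fitted with limma 3.58.1 in R 4.3.3, without a filter on dim probe sets, and adjusted by the Benjamini-Hochberg method over the 20670 probe sets with at least 1 gene symbol. Of the probe sets with a single symbol, 19161 of 19193 were matched by gene identifier to the RefSeq gene table of GRCh38.p14, and 994 symbols were updated. The 12627 probe sets without a symbol are unnamed here, GAPDH among the genes without a named probe set. The paper's criteria were applied to the values after raising 2 to their power. The ratio's 90% bound was found by inverting the squared difference (first mean minus ratio times second mean) over its variance, against the normal distribution. Single values were compared by the exact permutation test of scipy 1.17.1. Lists of genes were tested with limma's camera at a preset correlation of 0.01, with an estimated correlation and with fry beside it. Fry gave an adjusted p under 0.05 for 0 of the 24 lists. A list of mitochondrially encoded genes had no member with a named probe set and was not tested.
Tests, gene lists, alternatives and the rule for the genes named were fixed before the data were examined, but with Table 1 of the paper already read. Named are the genes the paper names, the 10 genes per direction with the largest change among those past an adjusted p under 0.05 whose groups do not overlap, filled with those of the smallest unadjusted p where fewer pass, and per list up to 4 members that pass or else the 3 with the smallest unadjusted p, as far as the text needs them. EGR1, RNU6ATAC and ANXA1 were named after their values were seen. Alternatives were a filter on dim probe sets, all probe sets, cyclic loess, median centring, the replicate number as a block, leaving out each array, limma with an intensity trend, robust limma, array weights, other bounds and other ways to test lists.
The arrays share replicate numbers 1 to 3 between the subpopulations in the sample labels. Deviations from the group means correlated across probe sets by 0.312, 0.444 and 0.236 for arrays of the same number, and by -0.276 to -0.0885 for arrays of different numbers. The negative values are not separate evidence of pairing. Deviations from a group mean cancel within the group, so positive values for the same number force negative ones elsewhere. With all 3 pairs above 0.1, the numbers were taken to pair the samples. Blocked values are given where they change the call of a list, or of a probe set adjusted over all probe sets. They are also given for SDC1, SNORD14E, FOS and FOSB, whose calls they did not change. Adjusted over the list alone, the block also gained higher members in lists where the text gives no such count. They were 2 histones, 2 genes of quiescence and cell cycle arrest, 1 small nucleolar RNA and 1 NF-kB target.
The steps were tested on simulated data, with values for the 20670 probe sets drawn from their real means and spreads and 50 of them changed by each of 4 sizes between 3 arrays and 3. Limma called 50% of changes of 0.5 on the log2 scale, 86% of changes of 1 and 98% of changes of 2, with 10 false calls. With the replicate number as a block it called 10%, 84% and 98%, with 1 false call. Means and spreads hold no pairing of arrays, so these shares do not measure limma on paired samples, with the block or without it. On the real arrays, limma without the block did not call CXCL10, with a log2 fold change of 2.13. The lack of calls there therefore does not exclude changes of 1 or 2. The lower bound lay at or below a simulated ratio of 3 in 91.0% of draws. A list of 60 genes shifted downward was called, and 0 of 20 unchanged lists were. Such draws hold no correlation between genes, so they cannot show how often camera calls unchanged lists whose genes vary together.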

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

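CCL5, CXCL9 and EGR1, the single genes flagged below, are not discussed in the paper and passed limma with the replicate number as a block. The lists flagged below passed camera with a preset correlation. They hold genes that the paper names, with CXCL10 in the interferon list, MKI67 in the G2-M list and SNORD14E among the small nucleolar RNAs. FOS and FOSB, weighed below with EGR1, did not pass with the block. The tests of other cell types, intensity, S phase and heat shock were set before their results were seen, but after the patterns were, and the demand that a list's mean exceed the SD of the 3 pairs was chosen after the values were seen. For intensity it replaced a stricter demand, that the mean less this SD exceed 50% of the deposited mean, under which the interferon and G2-M tests were undecided (0.172 with an SD of 0.108 and -0.175 with an SD of 0.102 after cyclic loess), so those verdicts rest on this choice. For other cell types, a comparison with the list medians was added after the values were seen. CCL5 had a log2 fold change of 1.03, CXCL9 one of 1.35 and EGR1 one of 0.83, each higher in CD138 low cells in 3 of 3 pairs. The median log2 fold change was 0.077 for MHC class II genes, 0.097 for interferon-response genes, -0.198 for G2-M genes, -0.091 for genes of the G1-S transition, 0.073 for replication-dependent histones, 0.038 for small nucleolar RNAs and 0.075 for myeloid markers.
Higher interferon-response and MHC class II genes in CD138 low cells were weighed against cells of another type in the sort and a shift that depends on intensity. Among 10 T, NK and myeloid transcripts, TYROBP had the largest linear difference (7.19 against 7.06 on the log2 scale). It was 5.91% of that of the HLA-DRA probe set with the largest difference, under the bound of 25% set beforehand. But this compares different probes and a single top gene. TYROBP, S100A9, NKG7 and CD3E had log2 fold changes of 0.137, 0.149, 0.148 and 0.125, above the medians of both lists. A single gene can pass a list median by its spread alone, with a standard error of 0.083 for TYROBP, so this comparison does not decide. GNLY (0.041) and CD14 (0.004) rose less, and LYZ (-0.040), S100A8 (-0.027), CD3D (-0.004) and GZMB (-0.039) were lower. The myeloid list shifted up too, but did not pass after cyclic loess (adjusted p = 0.228 from camera). The list of T and NK cell markers did not pass after it either (adjusted p = 0.352 from camera), and its mean kept 38.7%. The samples were of an established cell line. Cells of another type cannot be told apart by these tests as a source of the list shifts. After cyclic loess, the mean of the MHC class II list kept 82.6% of its deposited value and that of the interferon list 91.2%. Both were past camera's threshold with the preset correlation and larger than the SD of the 3 pairs, while the myeloid list kept 45.9%. This argues against a shift with intensity as the whole cause, for the MHC class II list by cyclic loess alone. Without the dimmer probe sets the MHC class II list did not pass. Of 10 splits of the arrays into 3 and 3, 3 gave a mean of the interferon list at least as far from 0 as the real 0.19, with up to 0.29 in another split that keeps a pair together and up to 0.10 in the 3 others that part every pair, and the splits are too few for a share under 0.05. An interferon-like response of the CD138 low cells stays open as a hypothesis.
Lower G2-M genes in CD138 low cells were weighed against the same shift and against fewer cells in S phase as well. After cyclic loess the mean of the G2-M list kept 87.7% of its deposited value, past the same threshold and larger than the SD of the pairs, which argues against intensity as its whole cause, while the G1-S list kept 69.8% (adjusted p = 0.00117 from camera after cyclic loess). Fewer cells in S phase would lower the replication-dependent histones, whose mean was 0.0652, 0.00893 and 0.212 in the 3 pairs, not beyond its spread, so this cannot be told apart. The real split gave the G2-M mean farthest from 0, at -0.20, in 1 of 10 splits, with at most 0.149 in size in another split and -0.136 in the 3 others that part every pair, and the splits are too few for a share under 0.05. A smaller share of CD138 low cells in G2-M, which the paper measured by flow cytometry without significance, is a hypothesis that the arrays do not settle.
FOS, FOSB and EGR1, chosen after their values were seen, had a mean log2 fold change of 0.96, with overlapping groups. With the block EGR1 passed, and FOS (adjusted p = 0.149) and FOSB (adjusted p = 0.0750) did not. Heat shock during handling would raise the heat shock genes too, but the median of the 9 measured of 11 was -0.040 and lay between -0.051 and -0.023 in the 3 pairs, which argues against it. Other effects of sorting were not tested. In 3 of 10 splits the mean of these genes was at least as far from 0, with up to 1.5 in another split that keeps a pair together and up to 0.51 in the 3 others that part every pair, and the splits are too few for a share under 0.05.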

How the results depend on the processing

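Without the block, limma gave 0 probe sets with an adjusted p under 0.05 under each alternative tried, and 7 with the replicate block. By the paper's criteria the count of 1 became 2 with the replicate block, 0 with the t distribution, 8 with no bound and 5 with a bound of at least 1.2, which was chosen after seeing the data, and lay between 0 and 3 when an array was left out (0 without CD138++ replicate 2 or CD138 low replicate 2). The CXCL10 ratio ranged from 3.49 to 6.14 without 1 array, and the SNORD14E ratio from 1.96 to 2.72. The ratios of the HLA-DRA probe sets ranged from 1.86 to 2.71, 1.91 to 2.89 and 2.21 to 3.70. With all arrays, the bound of CXCL10 was 2.34 and that of SNORD14E was 1.58. The log2 fold change of SDC1 kept its direction, with -0.25 to -0.04 without 1 array. The 96 named genes and probe sets kept direction in 1302 of 1302 comparisons, with 7 gains of a call, all by the block. The filter on dim probe sets, all probe sets, the block, an intensity trend and robust limma leave each log2 fold change as it was. Direction could not turn under these, and many of the genes were picked by p-value from the same arrays. The estimated correlation left 0 of 7 lists, with adjusted p as follows: MHC class II 0.578, Interferon response 0.744, G2-M phase 0.578, G1-S transition 0.578, Replication-dependent histones 0.912, small nucleolar RNAs 0.912 and Myeloid cell markers 0.744. Adjusted p of lists that lost a call otherwise were, under the filter on dim probe sets for MHC class II 0.588, under cyclic loess for Myeloid cell markers 0.228, under median centring for Myeloid cell markers 0.0577, under an intensity trend for small nucleolar RNAs 0.0521 and Myeloid cell markers 0.059 and under array weights for Myeloid cell markers 0.0714. The direction turned under array weights for Replication-dependent histones 0.904 and, among lists without a call, under the filter on dim probe sets for MHC class I 0.588, Unfolded protein response 0.462, Apoptosis regulators 0.588, Aldehyde dehydrogenases 0.588, stem cell genes 0.752 and Cholesterol synthesis 0.778, under cyclic loess for MHC class I 0.305, Unfolded protein response 0.352, p53 targets 0.748 and Cholesterol synthesis 0.748, under median centring for Cytosolic ribosomal proteins 0.937, Unfolded protein response 0.988 and p53 targets 0.937, under the replicate block for plasma cell identity 0.877 and Unfolded protein response 0.886, under an intensity trend for plasma cell identity 0.943 and Drug efflux transporters 0.943 and under array weights for plasma cell identity 0.52, Cytosolic ribosomal proteins 0.904, Drug efflux transporters 0.904 and stem cell genes 1.00. When an array was left out, adjusted p ranged for Aldehyde dehydrogenases 0.492 to 0.936, Apoptosis regulators 0.022 to 0.957, B-cell markers 0.066 to 0.936, Cholesterol synthesis 0.022 to 0.767, Cytosolic ribosomal proteins 0.283 to 0.752, Drug efflux transporters 0.61 to 0.972, Hypoxia and glycolysis 0.00178 to 0.869, immediate early genes 0.000353 to 0.944, Interferon response 3.51e-15 to 0.0608, MHC class I 0.631 to 0.944, Myeloid cell markers 0.022 to 0.283, NF-kB targets 0.0241 to 0.996, plasma cell identity 0.178 to 0.839, Quiescence and cell cycle arrest 0.0191 to 0.731, Replication-dependent histones 5.22e-07 to 0.67, small nucleolar RNAs 0.000148 to 0.699, stem cell genes 0.67 to 0.957, Unfolded protein response 0.0726 to 0.91 and p53 targets 0.0214 to 0.965. The G2-M and G1-S lists passed in each of these with the preset correlation. Counting HLA-DRA in the MHC class II list gave an adjusted p of 0.00122 and leaving CXCL9, CXCL10 and CXCL11 out of the interferon list 0.0037, both chosen after seeing the data. Robust limma has no counterpart in camera and was not run for lists. The filter on dim probe sets gave no value for the myeloid markers. The cause was not tested for any of these. The deposited values hold no detection call, so how far dim transcripts stand above background is not known.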

Differences from the paper's values

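The paper reports 3 genes past its criteria. With the lower 90% bound held to 2, 1 gene, CXCL10, passed here, while the ratios of all 5 probe sets of Table 1 equal the printed ones to 2 decimals. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's with the replicate number as a block (2 genes, CXCL10 and HLA-DRA) and without CD138++ replicate 3 (2 genes, CXCL10 and ANXA1). It did not with the filter on dim probe sets, all probe sets, cyclic loess, median centring, the bound from limma, no minimum difference or without CD138 low replicate 1 (1 gene each, CXCL10), without CD138++ replicate 1 (1 gene, SNORD14E), without CD138 low replicate 3 (1 gene, HLA-DRA), with the t distribution, without CD138++ replicate 2 or without CD138 low replicate 2 (0 genes each), or with no bound (6 genes, the paper's 3 among them). A lower bound of at least 1.2, chosen after the values were seen, gave 3 genes and 5 probe sets, those of Table 1, and dropped 0 of the paper's genes.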

Other observations

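Among the other lists fixed before the data were examined, camera gave no call with its preset correlation. Of 23 genes of quiescence and cell cycle arrest, 16 had a positive log2 fold change (median 0.08, adjusted p = 0.222), with FOXO3 at 0.34 and CDKN1C at 0.17. With the replicate number as a block this list passed (adjusted p = 0.0147), as did 28 genes of hypoxia and glycolysis (median 0.05, adjusted p = 0.0357) and 28 immediate early and heat shock genes (median 0.02, adjusted p = 0.000395), of which 6 were higher when adjusted over the list alone. These lists also passed without the dimmer probe sets and after cyclic loess, and none passed with the block and an estimated correlation (adjusted p = 0.470). The ribosomal proteins passed after cyclic loess alone (adjusted p = 0.0273) and cholesterol synthesis with array weights (adjusted p = 0.0392) and without CD138++ replicate 1. Neither the test without a block nor that with it called MHC class I antigen presentation (13 genes, median 0.00443), NF-kB targets (25 genes, median 0.03, passing without CD138 low replicate 1 with an adjusted p = 0.0241), cytosolic ribosomal proteins (64 genes, median 0.0014), the unfolded protein response (32 genes, median -0.01), apoptosis regulators (29 genes, median -0.02), p53 targets (24 genes, median -0.03), syndecans with heparan sulfate synthesis and shedding (31 genes, median -0.01), cholesterol synthesis (21 genes, median -0.04), or T and NK cell markers (20 genes, median 0.05). The sign of the median differed from that of the test for MHC class I, plasma cell identity and drug efflux transporters, and that of the mean did for MHC class I, plasma cell identity and the unfolded protein response. Fry gave the other direction than camera for drug efflux transporters and stem cell genes.
Single genes were ranked by the probe set with the highest mean, as for gene lists. Dimmer probe sets, such as those of HLA-DPA1, were left out of this ranking. Of genes outside the paper's table, those with the smallest unadjusted p among the higher ones were CXCL9, CXCL11, TERC, the RNA component of telomerase, OR14I1, CDH20, RAB44, IL2RG, the common gamma chain of cytokine receptors, and GLIDR, with log2 fold changes from 0.34 for RAB44 to 1.35 for CXCL9. Among the lower ones they were STEAP1B, NDC80, AURKA, GTPBP8, KIF23, RNGTT, HJURP, CDON, DYNLT1 and LRRC70, with log2 fold changes from -0.54 for STEAP1B to -0.29 for RNGTT. None passed limma's adjusted test without the block. SNORD14C, another small nucleolar RNA of the SNORD14 family, had a log2 fold change of 0.58 (standard error 0.15) and did not pass either.
Differences between the subpopulations ran with the level of expression. Among the 5168 probe sets with the lowest mean level, the median log2 fold change was 0.04, with 111 higher and 15 lower at an unadjusted p under 0.05. Among the 5168 brightest it was -0.04, with 34 higher and 38 lower.
Other splits of the 6 arrays were compared with the real one, and 10 splits are too few for a share under 0.05. The real split gave 0 probe sets with an adjusted p under 0.05, a count that all 10 splits reach by construction, and the highest of the others was 1. With the block, the real split gave 7 and the other 3 of the 4 splits that part every pair gave 0. By the paper's criteria, 2 of 10 splits gave at least 1 probe set, the real one included, with at most 1 in another. For gene lists, 7 of 10 splits gave at least the 7 lists of the real one, with up to 12 in another. The 3 other splits that part every pair gave 0, 3 and 3 lists, and those that keep a pair together gave 7 to 12 lists and 848 to 1509 probe sets at an unadjusted p under 0.05, against 537 in the real split and 199 to 1041 in the other 3 that part every pair, so that the ranges overlap.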
